A study of Homo sapiens with 12 samples.

How the data were processed

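Poly(A)-selected RNA from AsPC-1, an established line of human pancreatic cancer cells, was sequenced in 12 samples that fall into 4 groups of 3 replicates (A, B and C). Per the labels' protocols, wells were transfected with a scrambled siRNA (siControl) or an siRNA against ARNT (siARNT), divided on the following day, and either placed at 1% O2 for 24 h (hypoxia) or left at 21% O2 (normoxia), with RNA taken 48 h after transfection. ARNT encodes the constant partner of the HIF alpha subunits and also the partner of the aryl hydrocarbon receptor (AHR). Per the labels' protocols, the libraries were stranded and were read single-end on 3 lanes of a HiSeq. Groups and replicate letters were taken from the sample titles.

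The deposited gene files hold counts, which are whole numbers of reads per gene ID in each library, and their names carry the name of the counter HTSeq. The version and settings of the counter, the aligner, the genome build and the annotation are given neither in the labels nor in the files. Summary lines that name no gene (reads outside annotated features, ambiguous reads and reads that were not unique) held 22.71 to 25.2% of the reads of a library and were kept out of library sizes and tests. The files list 57820 gene IDs, of which 51996 were paired with a symbol through a table of gene names given with the reference, and these hold 99.35% of the counts. A second deposited gene table holds the same counts for the 12 libraries and was not used.

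The deposited event files cover 6 kinds of splicing event. They give counts of reads per splice junction, the mean read coverage of the intron for intron retention, and the share of the inclusion form (percent spliced in, PSI) as a fraction, per the file headers and the values. The headers name alignments sorted by coordinate, and the tool and its version are not stated. Recomputing the deposited fraction from the deposited counts matched it to within rounding for 100% of values in 5 kinds of event and 99.18% in intron retention. No header or label names the genome build of the event coordinates. Among 24368 exon skips, exon lengths matched a GENCODE 29 exon of the same gene in 86.6% when both ends were counted and in 14.1% when 1 end was left out, so coordinates were read as counted from 1 with both ends included. Only 0.47% of these exons lay at the same position in GRCh38, so coordinates are printed as the files give them, in an unnamed build, and were not converted. No value column of the event files was without a sample.

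The total of gene counts per library ran from 38.53 to 84.34 M. The totals of all 12 libraries were even numbers, though single genes held odd as well as even counts, and no reason for this was found. Each pair of replicates differed beyond sampling noise (chi-square per degree of freedom from 4.3 to 89.11 over the 12 pairs within groups), so all 12 libraries were counted as separate samples. Floors cover counting error only, since the reads carry no molecular identifiers. The interval of the retained share takes genes as independent, which they are not, and leaves out the spread between libraries. A group whose libraries all held 3 counts or fewer was treated as at the floor, and folds against it are given as bounds.

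Gene counts were tested with edgeR 4.0.16 (R 4.3.3), with TMM scaling, filterByExpr, robust quasi-likelihood fits to all 12 samples with 1 mean per group, and Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p under 0.05. The 5 comparisons were hypoxia in siControl, hypoxia in siARNT, siARNT in normoxia, siARNT in hypoxia, and the interaction, which is the hypoxia change in siARNT minus that in siControl. Standard errors were taken as the log2 fold change divided by the root of the F statistic. Counts per M (CPM) were computed with TMM scaling. Hypoxia calls retained under siARNT are genes called in siControl that were also called in the same direction in siARNT.

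Lists of HIF targets, splicing regulators, cholesterol synthesis genes and interferon response genes were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 20 tests of 4 lists in 5 comparisons. The lists, the designs, the rule for named genes and the first set of alternatives were fixed before the data were examined. The rule for named genes had 5 parts. It took 12 HIF pathway components (ARNT2 and HIF3A were not expressed enough to be tested) and the 6 HIF targets with the largest log2 fold change for hypoxia in siControl. For each comparison it took the 3 largest rises and the 3 largest falls among called genes with a mean of at least 5 CPM and no overlap between the groups. For splicing it took the 5 called events with the largest PSI difference for hypoxia in siControl and for the interaction, and the tested event with the highest mean count in each of 15 genes of interest. The values of 1 gene taken by the rule are left out of the text. Other genes named in the text were chosen after their values were seen, except the members of the lists.

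For splicing, the inclusion and exclusion counts of an event formed a pair per library (24 columns), with 1 coefficient per library and inclusion-by-group terms, and all 6 kinds of event were adjusted together. The inclusion count was the rounded mean of the inclusion junctions, or the rounded mean coverage for intron retention. Events needed a mean of at least 20 counts per library and at least 12 counts of the minor form in all. A call needed an adjusted p under 0.05 and a PSI difference of at least 10 percentage points.

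The dispersion of the event test was chosen after results on the deposited files had been seen. The design fixed beforehand named edgeR's quasi-likelihood test and left the dispersion open. The first fit used edgeR's default trended dispersion and called 0, 0, 0, 1 and 0 events in the 5 comparisons, in the order given above. In all, 12 combinations of 4 tests or dispersions with 4 selections of events were run on the deposited files before the choice. The setting kept has a Poisson variance (dispersion 1e-04) with the moderated quasi-likelihood dispersion. It was kept because it recovered more in simulated data, where it called 45.3% of 300 events moved by 20 points among 12000 events, against 18.7% for the default. With zeros put into 15% of the simulated events it recovered 27.7% with 10 false calls among 93, against 0% for the default with 1 false call. Of the other tests, limma recovered 0.7% and the quasi-binomial model 8% without zeros, and 0.7% and 7.3% with them. The spread between simulated replicates was set by hand, so these shares depend on it. The counts from the default are printed beside the first splicing result.

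The gene test was also tried on simulated counts before its use. Among 16999 genes with 200 changed, edgeR with TMM recovered 95% with 13 false calls among 203. With the GC trend of the libraries within groups added, it recovered 79.5% with 1 false call among 160. DESeq2 recovered 95% with 17 false calls among 207 without the trend and 91% with 1 false call among 183 with it, more than edgeR without a correction. Under the trend the fit with a GC correction recovered 95% with 19 false calls among 209 (9.1%). The GC correction, which fits a spline (5 degrees of freedom) of each library's log2 ratio on GC content over genes of at least 5 CPM, was added after the data had been seen. GC content was taken from the GENCODE 29 transcripts of the gene, and pseudogenes from its gene types. For the share of retained calls, simulations with the siARNT effect at 1, 0.5 and 0 of the siControl effect gave 78.92%, 13.54% and 0% retained and median ratios of 0.929, 0.466 and -0.008.

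The replicate letters were checked for pairing by correlating the deviations of same-letter libraries from their group means. They passed the rule set beforehand (every pair over 0.1) for hypoxia in siControl (0.54, 0.75 and 0.53 for A, B and C) and for siARNT in normoxia (0.71, 0.89 and 0.39). These values share the GC trend of the libraries. After GC correction they were 0.22, 0.28 and 0.31 in the first and 0.31, 0.61 and 0.03 in the second, so replicate C fell below the rule in the second. The letters did not pair the samples in the other comparisons. The fits without the letter stayed the reported ones.

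Alternatives for genes were DESeq2 1.42.0, its size factors in edgeR, total count scaling, no filter or a mean of at least 1 CPM, only the 6 samples compared, a log2 fold change of at least 1, the replicate letter or the transfected well as a block, and each library left out in turn. Lists were also tested with fry and with an estimated correlation. For splicing they were limma on the log2 ratio of inclusion to exclusion counts (each plus 0.5), a quasi-binomial model, other count minimums, summed junctions, other call sizes, no intron retention, the letter as a block, the default dispersion, and leaving out events with zeros. A zero was counted only where the libraries with reads at that junction averaged at least 10 reads scaled for depth, over all libraries (zeros in any library) or within the group (zeros in part of a group). Events with zeros beside fewer reads stayed in. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 prepared the tables and plots.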

Results

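RNA of AsPC-1 pancreatic cancer cells was compared between normoxia (21% O2) and hypoxia (1% O2) and between siControl and siARNT. The aim was to ask which changes in gene expression and in splicing under hypoxia depend on ARNT. Since ARNT is the partner of AHR as well as of the HIF alpha subunits, dependence on ARNT need not be dependence on HIF. The total of gene counts in replicates A, B and C was 75.62, 45.74 and 54.96 M in normoxia siControl and 84.34, 57.96 and 50.23 M in normoxia siARNT. In hypoxia siControl it was 68.88, 46.99 and 48.33 M, and in hypoxia siARNT 53.53, 41.33 and 38.53 M. Between 74.8% and 77.29% of the reads of a library were assigned to genes, and 16999 genes were tested.

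ARNT (ENSG00000143437.16), the target of the siRNA, was measured first. It stood at 62.4 ± 1.53 CPM in normoxia siControl, 13.4 ± 0.56 in normoxia siARNT, 69.1 ± 3.81 in hypoxia siControl and 15.3 ± 1.04 in hypoxia siARNT (SD, n = 3). The log2 fold change of siARNT against siControl was -2.22 in normoxia (SE 0.07, adjusted p 8.99e-09) and -2.17 in hypoxia (SE 0.07, adjusted p 2.65e-09). Of the alternatives, total count scaling gave the hypoxia value farthest from this, -2.09. Over the alternatives the adjusted p ran from 4.14e-26 to 3.51e-07 in normoxia and from 4.05e-26 to 1.46e-07 in hypoxia. The siControl library with the least ARNT held 3.8 times the CPM of the siARNT library with the most. Hypoxia itself gave no call for ARNT in siControl (0.15, adjusted p 0.131) or in siARNT (0.20, adjusted p 0.129).

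**Figure D1:**
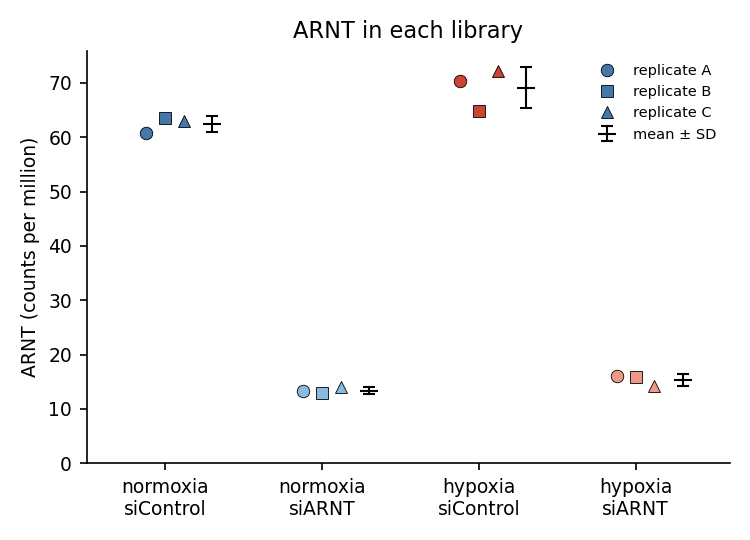
ARNT in counts per M (TMM scaling) in each of the 12 libraries, by group, with points for libraries and bars for the mean and SD of 3 replicates. The group means were 62.4 and 69.1 CPM in siControl and 13.4 and 15.3 CPM in siARNT.

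Among other HIF pathway components, the prolyl hydroxylase EGLN3 (ENSG00000129521.9) stood at 12.4 ± 0.256, 12.3 ± 0.818, 121 ± 6.75 and 20.1 ± 1.97 CPM in normoxia siControl, normoxia siARNT, hypoxia siControl and hypoxia siARNT (SD, n = 3). Its log2 fold change with hypoxia was 3.29 in siControl (SE 0.085, adjusted p 1.62e-09) and 0.71 in siARNT (SE 0.08, adjusted p 0.0018). EGLN1 (ENSG00000135766.8) rose by 1.10 in siControl (adjusted p 6.42e-06), and its rise of 0.32 in siARNT did not pass the threshold (adjusted p 0.0621). With siARNT, EPAS1 (ENSG00000116016.9) was higher by 0.43 in normoxia (adjusted p 0.00122) and by 0.35 in hypoxia (adjusted p 0.00212), and EGLN2 (ENSG00000269858.1) by 0.67 (adjusted p 0.0197) and 0.51 (adjusted p 0.0445). AHR (ENSG00000106546.8) was higher with siARNT in hypoxia (0.38, adjusted p 0.0126), and BMAL1 (ENSG00000133794.13) rose with hypoxia in siControl (0.27, adjusted p 0.0211). HIF1A, VHL and HIF1AN were called in none of the 5 comparisons.

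The first comparison asked which genes respond to hypoxia in siControl cells. It called 4299 genes at an adjusted p under 0.05, of which 1772 rose and 2527 fell (6214 genes at an unadjusted p under 0.05). Of these calls, 483 had a log2 fold change of at least 1 in size, 385 up and 98 down. In 46.8% of the tested genes the 3 hypoxia and 3 normoxia libraries did not overlap, against 10% by chance. Apart from that stricter limit, which lowered the count most, the count moved most with a correction for the GC content of genes, added after the data had been seen, and was highest, at 7685, with the replicate letter as a block beside it. The correction alone gave 7481 calls, 3959 up and 3522 down, and so changed the share of rises among calls from 41.2% to 52.9%. It kept 96.8% of the 4299 calls in the same direction and reversed 0. With 200 genes changed in simulated data, this correction made 9.1% false calls. The simulated trend lay within groups only and came from the same spline that the correction fits. In the files the groups also differed in mean GC slope, from -0.16 in normoxia siControl to 0.15 in normoxia siARNT. The 9.1% is thus no upper limit for the corrected counts. With 1 library left out the count ran from 2873 to 3805.

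**Figure D2:**
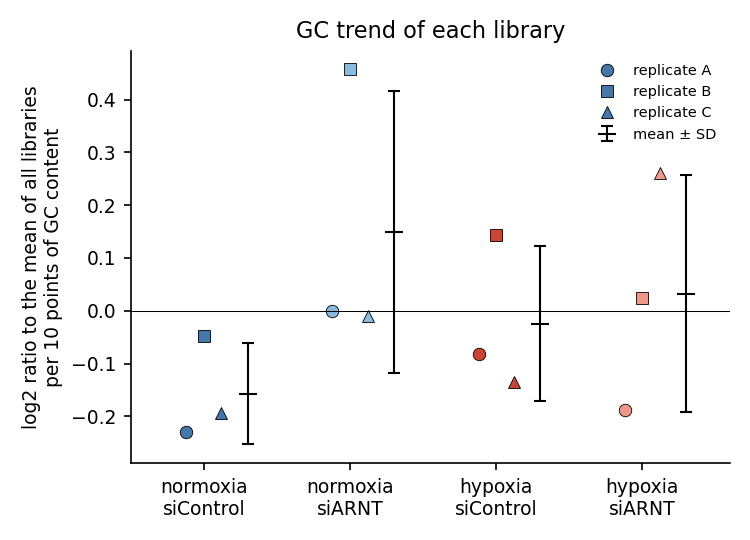
Slope of the log2 ratio of each library to the mean of all libraries per 10 points of GC content, by group, with points for libraries and bars for the mean and SD of 3 replicates. The mean slope was -0.16 in normoxia siControl, 0.15 in normoxia siARNT, -0.02 in hypoxia siControl and 0.03 in hypoxia siARNT, with an SD of 0.10, 0.27, 0.15 and 0.23.

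The largest changes of single genes were taken only from called genes with a mean of at least 5 CPM and no overlap between the groups, and larger changes occurred in genes outside this limit. Within it, the largest rises for hypoxia in siControl besides EGLN3 were in CA9 and NDRG1. CA9 (ENSG00000107159.8) stood at 12.0 ± 0.739 CPM in normoxia and 116 ± 12.9 CPM in hypoxia (SD, n = 3; log2 fold change 3.27, SE 0.172, adjusted p 4.4e-07). NDRG1 (ENSG00000104419.10) went from 135 ± 5.39 to 1146 ± 85.2 CPM (3.09, SE 0.115, adjusted p 3.65e-08). The largest falls within the limit were in MT1E (ENSG00000169715.10; -1.62, SE 0.19, adjusted p 0.000104), KRT23 (ENSG00000108244.12; -1.47, SE 0.105, adjusted p 3.52e-06) and PSAT1 (ENSG00000135069.9; -1.36, SE 0.078, adjusted p 6.09e-07). Their CPM fell from 10.6 ± 1.05 to 3.47 ± 0.643, from 10.2 ± 0.141 to 3.67 ± 0.273 and from 32.0 ± 1.64 to 12.5 ± 0.615 (SD, n = 3). These 6 genes kept their direction and their calls under each alternative that was run.

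A list of 42 HIF targets, of which 38 could be tested (BNIP3, LOX, STC2 and VLDLR could not), had a median log2 fold change of 1.39 for hypoxia in siControl. In this comparison 37 of the 38 genes were higher, all 38 were called, 37 of them up, and 38 passed when adjusted over the list alone (camera adjusted p 7.13e-108). CA12 was the exception, at -0.34 (adjusted p 0.0102). The alternative that moved the camera test most was the estimated correlation, at an adjusted p of 8.92e-05, and over the alternatives it ran from 4.71e-154 to 8.92e-05. The glucose transporter SLC2A3 (ENSG00000059804.11) had at most 3 counts in a normoxia siControl library and 34 to 115 in hypoxia siControl, and so was at least 25.3-fold higher. ANGPTL4 (ENSG00000167772.7) rose by 3.88 (SE 0.373, adjusted p 2.49e-05) from 0.283 ± 0.0433 to 4.13 ± 1.11 CPM. PFKFB4 (ENSG00000114268.7) rose by 3.51 (SE 0.283, adjusted p 6.46e-06) from 1.04 ± 0.218 to 11.8 ± 2.23 CPM (SD, n = 3).

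The second comparison asked which genes respond to hypoxia when ARNT is reduced. It called 696 genes, 375 up and 321 down (3605 at an unadjusted p under 0.05), and 100 with a log2 fold change of at least 1 in size, 79 up and 21 down. Groups did not overlap in 22.2% of genes, against 10% by chance. This count moved with the processing. It was 22 when only the 6 samples compared were fitted, 136 with the transfected well as a block and 3930 with the GC correction. Leaving out any 1 of the 6 libraries lowered it more than 1.5 times, to between 129 without hypoxia siARNT replicate B and 454 without hypoxia siARNT replicate C. The share of rises was 53.9%, and 65.8% with total count scaling (634 up and 330 down). Processed and other pseudogenes made up 99 of the rises (26.4%), against 10.5% of the tested genes. The HIF targets had a median of 0.19, with 29 of 38 higher and 8 called, all 8 up, and 15 passed when adjusted over the list alone (camera adjusted p 7.04e-14, over the alternatives from 5.25e-26 to 0.024).

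Among called genes with a mean of at least 5 CPM and no overlap, the largest rises for hypoxia in siARNT were in LDHAP4 (ENSG00000214110.3; 1.38, SE 0.22, adjusted p 0.00756), RPL7P9 (ENSG00000137970.7; 1.16, SE 0.283, adjusted p 0.0457) and RPS27P3 (ENSG00000227081.4; 1.08, SE 0.2, adjusted p 0.0174). These 3 are processed pseudogenes whose reads can come from their parent genes, so the values are uncertain as to the gene. RPL7P9 lost its call when any 1 of the 6 libraries was left out (adjusted p 0.0589 to 0.133), and RPS27P3 without normoxia siARNT replicate A (0.056) or hypoxia siARNT replicate A (0.0526) or B (0.0743). Falls within the same limit included MT1E (-2.24, SE 0.192, adjusted p 0.000345; 18.6 ± 4.92 to 3.92 ± 0.419 CPM) and CYP1B1. CYP1B1 (ENSG00000138061.7) fell by 1.15 (SE 0.124, adjusted p 0.00159), with an adjusted p of 0.0549 when only the 6 samples were fitted, the highest of a range that began at 9.91e-10.

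Of the 4299 genes called for hypoxia in siControl, 431 were also called in the same direction in siARNT, which is 10.03% (95% Wilson interval 9.16 to 10.96). The interval takes genes as independent and leaves out the spread between libraries. With 1 library left out the share ran from 2.60 to 13.1%. A called interaction was found in 732 of the 4299 genes (17%), so for the others a difference between the siRNAs was not shown. The median ratio of the siARNT change to the siControl change over the 4299 genes was 0.295, and 82.6% had the same sign. Selecting genes on the siControl change biases this ratio down, and a simulated ratio of 1 gave a median of 0.929. With the GC correction 34.98% were retained and the median ratio was 0.347, and with the letter as a block beside it the share was highest, at 35.91%. The share fell to 2.60% without hypoxia siARNT replicate B and to 2.63% with the well as a block. Because a share of calls depends on power, a simulated siARNT effect of 0.5 of the siControl effect retained 13.54% of calls.

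**Figure D3:**
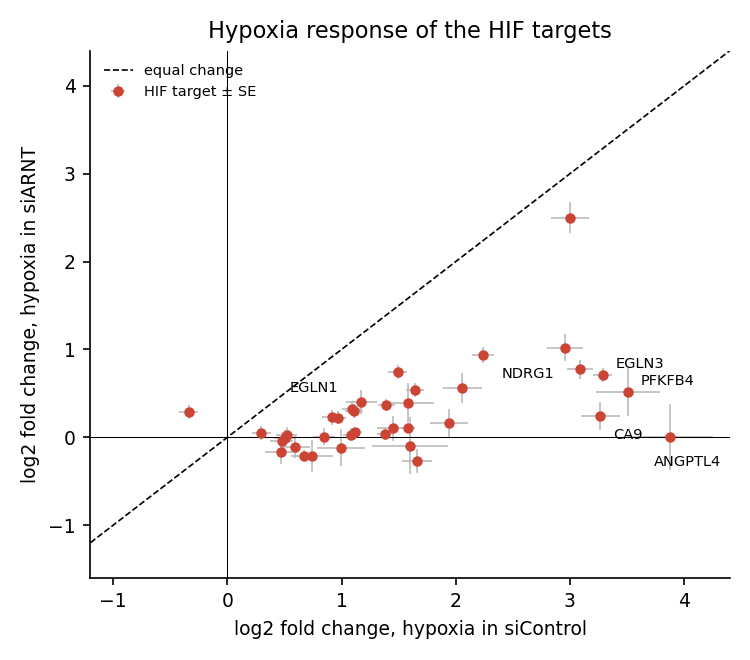
Log2 fold change with hypoxia in siControl (x axis) and in siARNT (y axis) for 37 of the 38 HIF targets tested, each point a gene with bars for the SE, with SLC2A3 left out because it was at the floor in normoxia. Each point except CA12 (-0.34 and 0.29) lay below the line of equal change, with medians over the 38 genes of 1.39 and 0.19, and ANKRD37 (3.00 and 2.50) lay nearer to it than the other strong rises.

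The third comparison asked what siARNT changes in normoxia. It called 3431 genes, 1601 up and 1830 down (6583 at an unadjusted p under 0.05), and 447 with a log2 fold change of at least 1 in size, 302 up and 145 down. Groups did not overlap in 46.5% of genes, against 10% by chance. The GC correction gave 5751 calls, 2912 up and 2839 down, and kept 89.2% of the 3431. The count was 1571 without normoxia siControl replicate C, 1604 without normoxia siControl replicate A, 2157 without normoxia siControl replicate B and 2187 without normoxia siARNT replicate B.

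Among called genes with a mean of at least 5 CPM and no overlap, the largest rises with siARNT in normoxia were in TMEM151A (ENSG00000179292.4; 2.10, SE 0.376, adjusted p 0.00338), MAPK12 (ENSG00000188130.9; 1.96, SE 0.409, adjusted p 0.00762) and HSPB1 (ENSG00000106211.8; 1.85, SE 0.586, adjusted p 0.0463). Their GC contents were 68%, 63.8% and 63.6%, and each was highest in normoxia siARNT replicate B, the library with the steepest GC slope. HSPB1 stood at 7.77 ± 2.92 and 27.9 ± 22.6 CPM (SD, n = 3), and without replicate B its change was 0.94 with an adjusted p of 0.191, in a range over alternatives of 0.0163 to 0.191. It also lost its call without any 1 of the 3 normoxia siControl libraries (0.161, 0.0622 and 0.141 for A, B and C). Within the same limit the largest falls were in CYP1B1 (-3.61, SE 0.115, adjusted p 8.99e-09; 47.1 ± 4.15 to 3.86 ± 0.443 CPM), EEF1A1P6 (ENSG00000233476.2; -3.11, SE 0.587, adjusted p 0.00444) and FAM3C2P (ENSG00000174028.6; -2.91, SE 0.118, adjusted p 3.35e-08). EEF1A1P6 and FAM3C2P are processed pseudogenes, so which gene their reads came from is uncertain, and EEF1A1P6 varied between replicates in siControl (88.9 ± 63.4 CPM).

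The fourth comparison asked what siARNT changes in hypoxia. It called 4948 genes, 2452 up and 2496 down (6716 at an unadjusted p under 0.05), and 756 with a log2 fold change of at least 1 in size, 275 up and 481 down. Groups did not overlap in 40.3% of genes, against 10% by chance. The GC correction gave 8040 calls, 4067 up and 3973 down, and kept 98.6% of the 4948. Total count scaling moved the median of all genes to 0.104 in this comparison, and changed the share of rises from 49.6% to 63.8% (3473 up and 1973 down), so directions here are relative to that shift. With 1 library left out the count ran from 3537 to 4519.

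In hypoxia, within a mean of at least 5 CPM and no overlap, the largest rises with siARNT were in DACT1 (ENSG00000165617.10; 2.00, SE 0.089, adjusted p 3.53e-08; 5.25 ± 0.409 to 21.0 ± 0.716 CPM), PABPC4 (ENSG00000090621.9; 1.64, SE 0.053, adjusted p 2.65e-09; 68.8 ± 2.36 to 215 ± 3.57 CPM) and ARSB (ENSG00000113273.11; 1.57, SE 0.091, adjusted p 2.94e-07; 6.47 ± 0.493 to 19.2 ± 1.35 CPM). Within this limit the largest falls were in CYP1B1 (-5.19, SE 0.128, adjusted p 9.2e-10; 63.3 ± 7.44 to 1.73 ± 0.0483 CPM), ALPG (ENSG00000163286.3; -3.69, SE 0.414, adjusted p 6.05e-05; 23.5 ± 10.7 to 1.84 ± 0.742 CPM) and TIPARP (ENSG00000163659.8; -2.84, SE 0.097, adjusted p 4.35e-09; 326 ± 21.4 to 45.5 ± 5.35 CPM). These 6 kept direction and call under each alternative that was run. EGLN3 was lower by -2.59 (adjusted p 2.65e-09) and EGLN1 by -0.74 (adjusted p 7.25e-05).

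For the HIF targets, the median with siARNT was 0.05 in normoxia, with 22 of 38 higher, 12 called (6 up) and 15 called when adjusted over the list alone. The camera test did not pass there (adjusted p 0.69, over the alternatives from 0.526 to 0.874), and its direction reversed with the GC correction (0.581). In hypoxia the median was -0.97, with 1 of 38 higher, 31 called (1 up) and 35 called when adjusted over the list alone (adjusted p 4.41e-53, over the alternatives from 2.62e-78 to 0.000506).

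The interaction asked whether the hypoxia response differs between siARNT and siControl. It called 797 genes, 424 up and 373 down (3543 at an unadjusted p under 0.05), and 178 with a log2 fold change of at least 1 in size, 30 up and 148 down. The GC correction gave 3372 calls, 1721 up and 1651 down, and kept 96% of the 797. The count was 373 with the well as a block and 1495 (1125 up and 370 down) with total count scaling, which changed the share of rises from 53.2% to 75.3%. Of the 12 fits that each left out 1 library, 9 lowered it more than 1.5 times, to 272 at the lowest, without normoxia siControl replicate C, and the highest was 1188, without hypoxia siARNT replicate C.

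The HIF targets had a median interaction of -1.06, with 1 of 38 above 0, 27 called (1 up) and 35 called when adjusted over the list alone (camera adjusted p 3.56e-91, over the alternatives from 4.15e-144 to 8.92e-05). CA12 was the gene above 0 (0.63, adjusted p 0.0118). The difference was not called for ANKRD37 (-0.50, adjusted p 0.264), which rose by 3.00 in siControl and by 2.50 in siARNT (adjusted p 0.00011). Among called genes with a mean of at least 5 CPM and no overlap, the most negative values were in CA9 (-3.02, SE 0.229, adjusted p 3.42e-05), EGLN3 (-2.57, SE 0.114, adjusted p 8.09e-07) and APOL1 (ENSG00000100342.16; -2.45, SE 0.134, adjusted p 4.59e-06). APOL1 stood at 29.8 ± 1.43, 29.9 ± 4.03, 149 ± 3.51 and 27.4 ± 2.59 CPM in normoxia siControl, normoxia siARNT, hypoxia siControl and hypoxia siARNT (SD, n = 3). CA9 in the same order stood at 12.0 ± 0.739, 22.4 ± 5.46, 116 ± 12.9 and 26.5 ± 4.07 CPM. Within the same limit the largest positive values were in KRT23 (1.24, SE 0.146, adjusted p 0.000686), ARSB (1.08, SE 0.125, adjusted p 0.000595) and HSP90AA2P (ENSG00000224411.2; 1.04, SE 0.209, adjusted p 0.0189). HSP90AA2P is a processed pseudogene and lost its call without hypoxia siControl replicate A (0.0625) or normoxia siControl replicate A (0.0592) or C (0.0589).

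Among 25 interferon response genes, the median with siARNT was 0.47 in normoxia (adjusted p 3.31e-11; 23 higher, 13 called, all 13 up, and 20 when adjusted over the list alone) and 0.37 in hypoxia (adjusted p 0.000311; 20 higher, 14 called, 12 up, and 14 when adjusted over the list alone). The list did not pass for hypoxia in siControl (median 0.04, adjusted p 0.659; 5 called and 5 over the list alone), hypoxia in siARNT (-0.25, adjusted p 0.092; 2 and 5) or the interaction (-0.24, adjusted p 0.092; 1 and 1). Among 24 cholesterol synthesis genes, the median with siARNT was -0.14 in normoxia (adjusted p 0.000201; 10 higher, 10 called, 0 up, and 11 when adjusted over the list alone) and -0.23 in hypoxia (adjusted p 0.000225; 2 higher, 9 called, 0 up, and 10 when adjusted over the list alone). Hypoxia in siControl (0.16, adjusted p 0.092; 5 called and 1 over the list alone), hypoxia in siARNT (-0.02, adjusted p 0.101; 1 and 2) and the interaction (-0.10, adjusted p 0.518; 0 and 0, with 2 of the 24 at an unadjusted p under 0.05) did not pass for this list.

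The calls of the HIF target list in 4 comparisons and of the interferon list in normoxia (0.00548) held under an estimated correlation as well as under fry. The interferon list in hypoxia (0.0684) and the cholesterol list with siARNT in both conditions (0.102 in each) held under fry and not under an estimated correlation. Over all alternatives these 4 adjusted p ran from 7.32e-15 to 0.00548, from 9.03e-05 to 0.0684, from 6.83e-09 to 0.102 in normoxia and from 2.13e-06 to 0.102 in hypoxia.

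Among 48 splicing regulators, the medians in the 5 comparisons were 0.04, -0.04, -0.04, -0.01 and -0.04, in the order above, and no camera test passed (adjusted p 0.69, 0.881, 0.737, 0.575 and 0.659). The numbers called were 17 (9 up), 4, 8, 17 (6 up) and 1, and 23, 5, 8, 20 and 0 when adjusted over the list alone (9 at an unadjusted p under 0.05 in the last). The sign of the test reversed with total count scaling for hypoxia in siARNT (0.868) and with the GC correction for siARNT in normoxia (0.43), where neither value passed. With the GC correction the test passed for the interaction (adjusted p 0.0124, over the alternatives from 0.0124 to 0.978).

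Splicing was tested in 42594 of the 56092 events deposited, in 7667 genes, with a median of 138 counts per event and library. The calls for hypoxia in siControl, hypoxia in siARNT, siARNT in normoxia, siARNT in hypoxia and the interaction were 4, 2, 72, 33 and 0, and 3123, 2506, 4186, 3320 and 2423 events had an unadjusted p under 0.05. The default dispersion, which was run first, called 0, 0, 0, 1 and 0 events (2074, 1528, 2574, 2357 and 1594 at an unadjusted p under 0.05). The alternative that raised the counts most was the replicate letter as a block, with 110 calls (64 up and 46 down) for hypoxia in siControl and 188 (74 up and 114 down) for siARNT in normoxia, the 2 comparisons whose letters passed the pairing rule. In simulated data the test recovered 45.3% of events moved by 20 points, and 27.7% with 10 false calls among 93 when 15% of the events held zeros. In the deposited files 16.7% of tested events held a zero in part of a group whose other libraries averaged at least 10 reads, so events without a call are not shown to be unchanged.

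Hypoxia in siControl gave 4 called events in 4 genes. An alternative 3′ splice site of RPS7 (chromosome 2, 3627770 to 3627850, in the unnamed build of the files) went from a PSI of 0% to 86.6 ± 0.69% (SD, n = 3; adjusted p 0.0145). Its inclusion junction was listed at 0 in the 9 libraries of the other groups, so this value is uncertain. Retention of a TIAL1 intron (chromosome 10, 121336263 to 121336358) rose from 69.5 ± 0.93 to 84.3 ± 1.39% (14.72 points, adjusted p 0.0335), and was 72.6 ± 1.08 and 79.0 ± 3.96% in siARNT. Retention of a CDK5RAP3 intron (chromosome 17, 46051815 to 46052524) rose from 34.7 ± 0.61 to 47.7 ± 1.65% (13.05 points, adjusted p 0.0145), and was 39.6 ± 1.03 and 44.5 ± 0.78% in siARNT. Inclusion of an EIF4H exon (chromosome 7, 73604577 to 73604636) fell from 20.8 ± 2 to 10.0 ± 0.72% (-10.82 points, adjusted p 0.0145), and in siARNT from 19.8 ± 1.52 to 11.9 ± 1.59% (-7.93 points, adjusted p 0.167). The difference between siRNAs was not called for TIAL1, CDK5RAP3 or EIF4H (interaction adjusted p 0.866, 0.865 and 0.876). For RPS7 the interaction test cannot decide this, since the inclusion count was 0 in the 9 libraries of the other groups. Without normoxia siControl replicate A the comparison gave 0 calls, and without hypoxia siControl replicate B it gave 1. Of the 10 splits of the 6 samples into groups of 3, 3 gave at least 4 calls, the real one included.

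**Figure D4:**
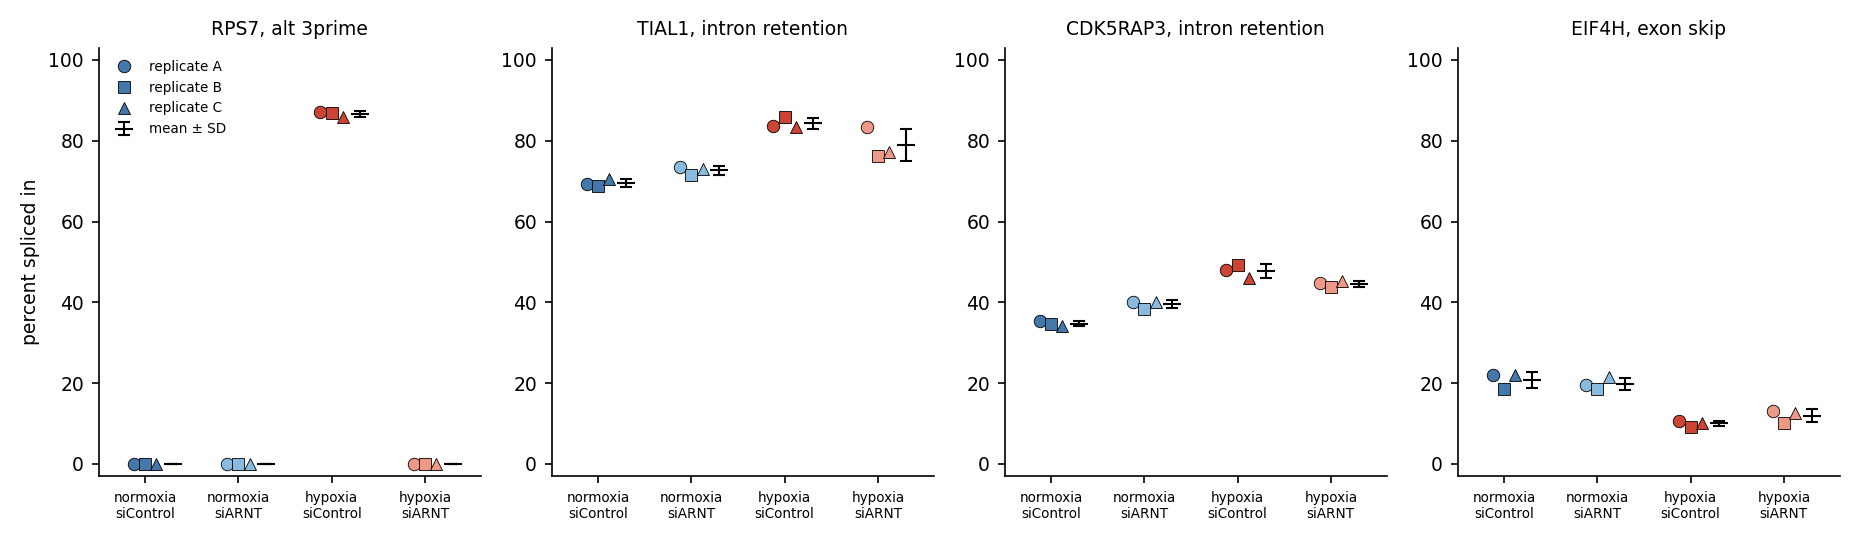
PSI in percent of the 4 events called for hypoxia in siControl, in each of the 12 libraries by group, with points for libraries and bars for the mean and SD of 3 replicates. RPS7 stood at 0% outside hypoxia siControl, and EIF4H fell with hypoxia in both siRNAs (20.8 to 10.0% and 19.8 to 11.9%).

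Hypoxia in siARNT gave 2 called events, both in RSRP1 on chromosome 1, an alternative 3′ splice site (25570041 to 25570989, 32.24 points, adjusted p 0.0355) and an exon (25570945 to 25570989, -29.58 points, adjusted p 0.0355), chosen here because the count was low. In siControl the same events moved by 24.02 points (adjusted p 0.0834) and -20.68 points (adjusted p 0.151), and the difference was not called (interaction adjusted p 0.874 and 0.866). The count was 0 without hypoxia siARNT replicate C or without normoxia siARNT replicate A or C, 1 without normoxia siARNT replicate B and 5 without hypoxia siARNT replicate B.

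With siARNT, 72 events were called in 49 genes in normoxia (22 up, 50 down) and 33 in 20 genes in hypoxia (8 up, 25 down). Of the 72, 4 events (in RPL31, APLP2, RPS4X and S100A4) had reads in 1 library only of a group, so that group has no spread and these calls carry no weight. A further 2 had a group with reads in 2 libraries. The other 66 (19 up, 47 down, in 43 genes) and the 33 in hypoxia had reads in every library compared, and requiring at least 10 counts in every sample gave 64 and 34 calls. The 33 include the RPS7 site that was called for hypoxia in siControl (-86.61 points, adjusted p 0.00976). Its inclusion junction was listed at 0 in each hypoxia siARNT library, so this call is uncertain as well. Skipped exons were the most frequent kind, with 36 of the 72 and 14 of the 33. Of the 72, 8 had a junction at 0 in part of a group whose other libraries averaged at least 10 reads, zeros beside fewer reads were not counted, and other events lay in the closely related genes NPIPA1, NPIPA5, NPIPA7, NPIPA8 and NPIPA9, where the gene of origin is uncertain. Left-out libraries changed the normoxia count to between 5 (without normoxia siControl replicate A) and 50 (without normoxia siARNT replicate C), and the hypoxia count to between 8 (without hypoxia siControl replicate A) and 29 (without hypoxia siControl replicate C). Chosen after their values were seen, 3 events called in both conditions were an exon of RBM39 (chromosome 20, 34328447 to 34328519), an alternative 5′ splice site of SAT1 (chromosome X, 23801917 to 23802520) and an exon of MKI67 (chromosome 10, 129913192 to 129914271). The RBM39 exon went from 42.4 ± 0.97 to 29.4 ± 1.4% in normoxia (adjusted p 0.00842) and from 40.8 ± 1.94 to 23.8 ± 1.43% in hypoxia (adjusted p 0.00248). The SAT1 site moved by 19.19 points (adjusted p 0.00551) and 20.73 points (adjusted p 0.013), and the MKI67 exon by -17.47 points (adjusted p 0.0143) and -28.04 points (adjusted p 0.00131).

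The interaction gave 0 called events, with 2423 at an unadjusted p under 0.05 and 2 that passed the adjusted p without the 10 points. Leaving out hypoxia siARNT replicate B or C, or normoxia siControl replicate A, B or C, gave 4, 3, 4, 1 and 2 calls.

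Of 15 genes chosen beforehand for their link to hypoxia or splicing, ADM, ENO2 and BNIP3L had no tested event. In the other 12 genes the tested event with the highest count was not called for hypoxia in siControl. Some of these events stood near 0 or 100% in normoxia siControl, as in PKM (0%), VEGFA (0.88%) and CD44 (99.8%). A change of 10 points could go only 1 way there, so these results say little about those genes. Others did not stand near an end, such as MBNL2 (56.7%). Another event, a retained intron of CLK1 (chromosome 2, 201724470 to 201724847), was chosen after its values were seen. It was not among the reported calls, and was called without events that held zeros in any library (19.79 points, adjusted p 0.0413). A pair of skipped exons of SLC35A3 (chromosome 1, 100480858 to 100483371) stood at 95.4 ± 0.53 and 96.2 ± 1.05% (0.86 points, adjusted p 0.932). Among the 19 tested events of SLC35A3, a skip of an exon (100440527 to 100440625), chosen after its values were seen, showed the largest difference, -18.58 points, which failed the correction (adjusted p 0.411). A second event listed for the same exon moved the other way, by 3.06 points (adjusted p 0.977). An exon of PDK1 (chromosome 2, 173433469 to 173433545) moved by -7.05 points (adjusted p 0.512) and a 3′ splice site of VEGFA (chromosome 6, 43746626 to 43752299) by 1.44 points (adjusted p 0.507).

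The last comparison asked whether genes with a splicing call also changed in expression with hypoxia in siControl. This held for 1 of 4 genes (25%), against 2562 of the 7528 genes tested for both (34%), with a two-sided Fisher's exact p of 1. With so few genes the test could not show a difference, and its direction reversed under alternatives with exact p from 0.135 to 1.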

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

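Of the tests in this part, the one on thinned depth and the one relating reads outside features to the GC trend were chosen before their results were seen, and the others after. The limits by which the GC trend and the retained introns were read against the share of reads outside features were revised after the values had been seen. Groups of 3 were too small for a search for single samples far from the others.

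The hypoxia response differed between siControl and siARNT by a test of the difference itself, with 797 genes called. The HIF targets had a median difference of -1.06 on the log2 scale (38 genes, 37 of them below 0). Of the 35 genes taken by the rule for named genes, 15 had a called difference. Negative differences were found in ANGPTL4 (-3.87, adjusted p 0.00201), CA9 (-3.02, adjusted p 3.42e-05), PFKFB4 (-2.99, adjusted p 0.00153), EGLN3 (-2.57, adjusted p 8.09e-07), APOL1 (-2.45, adjusted p 4.59e-06), NDRG1 (-2.32, adjusted p 1.48e-05), ALPG (-2.22, adjusted p 0.0419), CYP1B1 (-1.58, adjusted p 0.000235), TIPARP (-0.85, adjusted p 0.00399) and EGLN1 (-0.77, adjusted p 0.0054). Positive differences were found in KRT23 (1.24, adjusted p 0.000686), ARSB (1.08, adjusted p 0.000595), HSP90AA2P (1.04, adjusted p 0.0189), DACT1 (0.97, adjusted p 0.0011) and PSAT1 (0.70, adjusted p 0.00432). HSP90AA2P is a pseudogene whose call was lost without hypoxia siControl replicate A (0.0625) or normoxia siControl replicate A (0.0592) or C (0.0589), and several of these genes were named because of a large change in 1 of the comparisons, which favours a called difference.

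The tables argue against 4 technical explanations for these 797 genes as a set. After a correction for the GC content of genes, 96% of them were called again in the same direction. With each library thinned to 38.53 M counts, 83.1% were called again, among 698 calls. Pseudogenes made up 3.3% of them, against 10.5% of the tested genes, which speaks against shared reads as the source of most of the set but not for HSP90AA2P. ARNT in the siControl library with the least was 3.8 times that in the siARNT library with the most, which speaks against an exchange of siRNA labels.

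When the 12 libraries were regrouped in 60 ways, the real one and others drawn at random, 2 gave at least 797 calls. The second grouping kept the 3 hypoxia siControl libraries together and gave 1196. With GC correction only the real one of the 60 gave as many as its own 3372 calls, and the next had 2876. For the HIF targets, 1 of the 60 groupings gave as small a camera p, the real one. The random groupings also broke up the oxygen and siRNA effects, which then add to the spread within groups. These shares of groupings thus cannot test the interaction apart from those effects, and no conclusion is drawn from them. The count of 797 also moved with single libraries, from 272 without normoxia siControl replicate C to 1188 without hypoxia siARNT replicate C.

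What stays open is the reason for the difference. That a lower amount of ARNT reduced the response of HIF targets may account for it, as a hypothesis found and tested on the same data, since the 4 technical explanations above were argued against (96% of the genes were called again after GC correction). An effect of this siRNA on other transcripts, of transfection in separate wells, or of cell state at harvest was not tested, and each siRNA went with its own wells.

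Reads outside annotated features, which the comparisons of the report did not use, were more frequent in hypoxia siControl, at 8.63 ± 0.275% (SD, n = 3), against 7.44 ± 0.061% in normoxia siControl, 7.11 ± 0.465% in normoxia siARNT and 7.54 ± 0.154% in hypoxia siARNT. The exact two-sided permutation p was 0.1 against normoxia siControl and 0.1 against hypoxia siARNT, the smallest that 3 against 3 allows, and 0.2 between hypoxia siARNT and normoxia siARNT. The lowest hypoxia siControl library had 8.36% and the highest of the other 9 had 7.64%, though those 9 ran from 38.53 to 84.34 M gene counts and so enclosed the depths of hypoxia siControl. This argues against library depth.

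Whether the share follows the GC trend of the libraries within groups stays open. The Pearson r was -0.662 (permutation p 0.0179, adjusted over 2 relations 0.0358) and Spearman's rho -0.545 (permutation p 0.07), and without the 2 libraries farthest from the median r was -0.267, so the relation rests on those. The GC slopes of hypoxia siControl ran from -0.135 to 0.143, inside the range of the other 9 libraries (-0.23 to 0.457). The share in those 9 did not exceed 7.64%, against at least 8.36% in hypoxia siControl. This argues against the GC trend as the source of the higher share in hypoxia siControl. Retained introns are a candidate explanation. Of 3934 intron retention events, 59.2% were higher in hypoxia siControl than in normoxia siControl, with a median of 0.43 points, while 48.9% of exon skips had higher inclusion. With siARNT in hypoxia 40.8% were higher. Hypoxia in siARNT gave 58.5%, where the share of reads outside features differed less, so retained introns may be 1 part of the pattern and do not single out hypoxia siControl. Other sources, such as unannotated transcripts, were not tested.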

How the results depend on the processing

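A count was taken as unchanged when it stayed within 1.5 times the reported one, a test when it kept its direction and its side of 0.05, the share of retained calls when it stayed within its 95% interval, and the ratio when it moved by less than 0.034, the SD of the values with 1 library left out. GC correction, GC correction with the letter as a block, the default dispersion of events and the removal of events with zeros were chosen after seeing the data. Unless a reason is given, the cause was not tested.

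The ARNT changes kept direction and call under each alternative (-2.26 to -2.21 in normoxia and -2.24 to -2.12 in hypoxia with 1 library left out). For single genes, 498 values under alternatives kept direction and call, 26 lost the call and 0 reversed. Over all results, 94 counts stayed the same, 38 rose and 62 fell. Of the tests, 269 stayed the same, 19 reversed, 12 gained and 3 lost a call.

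Requiring a log2 fold change of at least 1, a stricter limit by construction, left 483, 100, 447, 756 and 178 genes, in the order hypoxia in siControl, hypoxia in siARNT, siARNT in normoxia, siARNT in hypoxia and interaction. GC correction gave 7481, 3930, 5751, 8040 and 3372, and with the letter as a block 7685, 4165, 5984, 8241 and 3559. Simulated counts with a GC trend within groups, made from the same spline as the correction, showed lower recovery without it. Fitting only the 6 samples compared, which leaves fewer samples for the dispersion, gave 22 for hypoxia in siARNT. The well as a block gave 136 for hypoxia in siARNT and 373 for the interaction, and total count scaling gave 1495 for the interaction. With 1 library left out, counts ran from 129 (without hypoxia siARNT replicate B) to 454 for hypoxia in siARNT, from 272 (without normoxia siControl replicate C) to 1188 for the interaction and from 1571 (without normoxia siControl replicate C) to 3437 for siARNT in normoxia. Deviations of same-letter libraries in hypoxia correlated at 0.70, -0.07 and -0.73, so the letters did not pass the pairing rule for siARNT in hypoxia. The counts with the letter as a block in that comparison thus rest on letters that did not pair.

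The retained share of 10.03% was 8.23% with DESeq2 size factors, 14.08% with a log2 fold change of at least 1 in siControl, 13.89% with at least 1 CPM, 8.83% with no filter, 11.33% with the letter and 2.63% with the well as a block, 12.31% with total count scaling, 34.98% with GC correction and 35.91% with the letter added to it. With 1 of the 12 libraries left out it ran from 2.60% (without hypoxia siARNT replicate B) to 13.1% (without hypoxia siControl replicate B). The median ratio of 0.295 was 0.220 with a log2 fold change of at least 1, 0.254 with total count scaling, 0.347 with GC correction and 0.3465 with the letter added to it, and from 0.229 (without hypoxia siARNT replicate C) to 0.3355 (without hypoxia siControl replicate B) with 1 library left out.

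Among lists, the HIF targets for siARNT in normoxia reversed with GC correction (0.581) and with the letter added to it (0.55), and without normoxia siARNT replicate B, and did not pass in any of these (0.526 to 0.858 with 1 library left out). Cholesterol synthesis passed for hypoxia in siARNT with GC correction (0.0015; 0.00153 with the letter) and without normoxia siARNT replicate B (0.0211, up to 0.275 without other libraries). It passed for hypoxia in siControl with fry (0.0406), GC correction (0.0124; 0.014 with the letter) and without hypoxia siControl replicate C (0.0296, up to 0.26 without others). For siARNT in normoxia and in hypoxia it failed with an estimated correlation (0.1025 in each). Over the alternatives these 4 ran from 0.0015 to 0.457, 0.0124 to 0.457, 6.83e-09 to 0.102 and 2.13e-06 to 0.102. Interferon response passed for the interaction with GC correction and the letter (0.0493, range 0.0493 to 0.38) and failed for siARNT in hypoxia with an estimated correlation (0.0684, range 9.03e-05 to 0.0684). Splicing regulators reversed for hypoxia in siARNT with total count scaling (0.868; 0.223 to 0.807 with 1 library left out) and for siARNT in normoxia with GC correction (0.43; 0.426 with the letter) and without normoxia siARNT replicate B (0.508 to 0.836 with 1 library left out). They passed for the interaction with GC correction (0.0124; 0.014 with the letter; range 0.0124 to 0.978).

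Splicing counts are given in the same order of comparisons. They moved with most alternatives. An adjusted p alone, without the 10 points, gave 7 for hypoxia in siControl and 2 for the interaction. At least 20 points gave 1, 23 and 7 for hypoxia in siControl and siARNT in normoxia and in hypoxia. The letter as a block gave 110, 15, 188, 92 and 10. Summed junctions gave 19 and 5 for the hypoxia comparisons, 61 for siARNT in hypoxia and 2 for the interaction. A mean of at least 50 counts gave 8 for hypoxia in siControl. At least 10 counts in every sample gave 0 for hypoxia in siARNT (2416 at an unadjusted p under 0.05). limma gave 2 for hypoxia in siControl, 0 for siARNT in normoxia (3089 at an unadjusted p under 0.05), 3 for siARNT in hypoxia and 1 for the interaction. The quasi-binomial model gave 2, 12, 7 and 4 in the same 4 comparisons. In simulated events limma recovered 0.7% and the quasi-binomial model 8% of changes, so their low counts may reflect low power.

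The default dispersion gave 0, 0, 0 and 1 in the first 4 comparisons (2074, 1528, 2574 and 2357 at an unadjusted p under 0.05). Zeros were counted only beside libraries that averaged at least 10 reads, so events with zeros beside fewer reads stayed in. Without events that held such a zero in any library the default dispersion gave 0, 0, 19 and 4 calls. The first 2 of these comparisons had 2395 and 1923 events at an unadjusted p under 0.05. Without such zeros in part of a group the default dispersion gave 2, 2, 26 and 36 calls. The reported dispersion gave 21, 6 and 64 for hypoxia in siControl, hypoxia in siARNT and siARNT in hypoxia without zeros in any library, and 31, 8, 117 and 76 without zeros in part of a group. With 1 library left out, counts ran from 0 (without normoxia siControl replicate A) to 6, from 0 (without hypoxia siARNT replicate C) to 5, from 5 (without normoxia siControl replicate A) to 50, from 8 (without hypoxia siControl replicate A) to 29 and from 0 to 4 (without hypoxia siARNT replicate B) in the 5 comparisons.

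The test of expression among genes with a splicing call reversed with an adjusted p alone (exact p 1), a log2 fold change of at least 1 (1), a mean of at least 50 (0.141), the default dispersion (1), without zeros in any library (0.211) or in part of a group (0.518), and with libraries left out (0.135, without normoxia siControl replicate C, to 1), and passed in none of these. How far depth limits the splicing calls was not tested. In simulated events 45.3% of changes were recovered, 18.7% with the default dispersion, and 27.7% with the reported dispersion when 15% of the events held zeros.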

Other observations

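In this part the tests of the within-group axis against depth and of the AHR list were chosen before their results were seen, and the others after. The limit by which the relation of the axis to depth was read was revised after the value had been seen.

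Replicates of a group differed along 1 shared axis that held 85.5% of the variance within groups over 8912 genes. Across genes, which are not independent replicates, its loading correlated with GC content at 0.88, and at 0.876 and 0.868 among the less and the more expressed genes. Given GC content, its correlation with gene length was 0.016, which argues against length. Removing a GC trend from each library took away 72.8% of the variance within groups. A trend with GC content between libraries is a candidate explanation, and what step of the work would give it was not tested. The score of a library on the axis and its depth within groups had a Pearson r of -0.488 (permutation p 0.11, 1 of 2 relations, adjusted p 0.11), Spearman's rho of -0.462 (permutation p 0.133) and r of -0.396 without the 2 libraries farthest from the median, so depth stays open with 12 libraries. Across genes the log2 fold changes of the 5 comparisons correlated with GC content at 0.271, -0.434, 0.611, 0.114 and -0.541. No biological explanation was tested.

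The same-letter libraries of hypoxia siARNT did not pair with those of other groups as in hypoxia siControl. Their deviations correlated at 0.92, -0.12 and -0.86 with normoxia siARNT for A, B and C. With B and C of hypoxia siARNT exchanged the values were 0.92, 0.93 and 0.10, and after GC correction 0.65, 0.69 and 0.03. With hypoxia siControl they were 0.70, -0.07 and -0.73 as labelled, 0.70, 0.85 and 0.16 exchanged, and 0.46, 0.52 and 0.10 exchanged after GC correction. The exchange thus raised the values of B and C in both comparisons. An exchange of B and C may be the reason or may not, since replicate C of siARNT in normoxia, where nothing was exchanged, also had 0.03 after GC correction. The samples were left as labelled, and the reported fits do not use the letters.

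In 4584 cases a junction in the event files was listed at 0 in part of a group whose other libraries averaged at least 100 reads. Low coverage would not give this. A junction was counted anew for each event and each group, so the number of separate junctions may be smaller. Among junctions with a mean of 10 to 20 reads, again counted for each event, hypoxia siARNT replicate A had 0.81% at 0, against 7.57 to 12.0% in the other 11 libraries. Among those with a mean of at least 100 reads it had 5.08%, within the 4.01 to 5.38% of the other 11. How the files came to hold these zeros was not tested, and no biological explanation was tested. They affect the splicing calls, as the processing part gives.

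CYP1B1 and TIPARP, which fell with siARNT, are regulated by AHR, whose partner is ARNT. A list of 11 other AHR-regulated genes was written before it was tested, and 8 could be tested. Their median log2 fold change with siARNT was -0.51 in normoxia, with 7 of 8 lower and 5 called (camera p 3.78e-10, unadjusted), and -0.74 in hypoxia, with 7 of 8 lower and 7 called (camera p 6.46e-11, unadjusted). SLC7A5 was the exception in both (0.46 and 0.07, not called). CYP1A1 had at most 2 counts in a hypoxia siARNT library and 384 to 545 in hypoxia siControl, and so was at least 130-fold lower. With each library thinned to 38.53 M counts, the 8 genes had medians of -0.513 in normoxia (7 lower, 5 called, camera p 6.73e-09) and -0.734 in hypoxia (7 lower, 7 called, 8.5e-10). This argues against a difference in depth. After GC correction the medians were -0.627 (8 lower, 6 called, 4.95e-13) and -0.713 (8 lower, 6 called, 1.68e-10), which argues against the GC trend as the whole cause. These p are unadjusted. Loss of the ARNT partner of AHR is a candidate explanation for the falls, as a hypothesis. An effect of this siRNA on other transcripts and shared reads stay open, as neither was tested for these genes.

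Other splits of the samples were run for the counts and lists of the report, with 10 splits of 6 samples in each comparison of 2 groups, so no share under 0.1 could be had. For genes, the real split was the 1 of 10 with as many calls in each of hypoxia in siControl, hypoxia in siARNT, siARNT in normoxia and siARNT in hypoxia. The other splits had a highest count of 0 in each. In the 2 comparisons whose letters passed the pairing rule, hypoxia in siControl and siARNT in normoxia, 4 splits, the real one included, parted all pairs, and among them only the real one gave as many calls, of genes and of events. For events, 3 of 10 splits gave as many calls for hypoxia in siControl (the highest other had 8), 4 of 10 for hypoxia in siARNT (3), 1 of 10 for siARNT in normoxia (9) and 1 of 10 for siARNT in hypoxia (6). The few events called for hypoxia were thus no more than some other splits of the same samples gave, though in neither comparison did those splits part all pairs. For hypoxia in siARNT the letters did not pass the pairing rule, so the pairs themselves are uncertain there. For the interaction 20 of 20 splits gave at least the 0 events called, so this count was not tested. For the HIF targets 1 of 10 splits gave as small a camera p in hypoxia in siControl, hypoxia in siARNT and siARNT in hypoxia, and for the interferon genes 1 of 10 with siARNT in normoxia and in hypoxia. For the cholesterol synthesis genes 3 of 10 splits gave as small a camera p with siARNT in normoxia, and 3 of 10 in hypoxia.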
